A study of Homo sapiens with 6 samples. Its data were reported in "Terminal Uridylyltransferases TUT4/7 Regulate microRNA and mRNA Homeostasis" (2022).

How the data were processed

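Total RNA from HEK 293T cells, a human embryonic kidney line transformed with the SV40 large T antigen, was sequenced after depletion of ribosomal RNA. The labels gave 3 wild-type libraries and 3 libraries of a TENT3A/B double knockout, which is another name for TUT4 and TUT7, the uridylyltransferases that add uridines to RNA 3′ ends. The names WT and ΔTUT4/7 follow the study. Each group carried a single set of labels for cell line, genotype and treatment, so the 3 libraries of a group are replicates of 1 line.

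The authors aligned paired-end reads to hg38 with STAR and quantified Ensembl genes in Partek Flow with its expectation-maximisation model. The deposited count table held these estimated counts, which need not be whole numbers. Between 45.2% and 50.0% of the values in a library were not whole, that is, further than 1e-09 from a whole number. An estimated count shares reads between overlapping or similar genes according to the model, so values of close paralogs, pseudogenes and overlapping genes are uncertain. No statement on read strand was found in the sources used here. The table gave a symbol, a biotype and hg38 coordinates for 30270 genes. Of these, 21633 shared a symbol with GENCODE release 44 on the same build, and 19856 of them also had the same chromosome and start. The stop column lay 1 base past the annotated end for 19859 of them and on it for 51, so ends are printed here with that 1 base taken off. A further 8386 genes were matched by position for the GC and length values alone.

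The authors also deposited a table of their own comparison of ΔTUT4/7 with WT from the Partek gene-specific analysis. It left out genes with few reads and used CPM with 1 added. In that deposited table the authors gave a p-value and its step-up FDR per gene, a linear ratio of the group means, a signed fold change (a score that is the ratio where it is 1 or more and otherwise minus 1 divided by the ratio) and, as a signal per group, the least-squares mean on the same scale. Values from it are named as such and carry no error of their own here.

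Estimated counts were rounded to whole numbers. Genes were tested where the largest count over the 6 libraries was above 12, the limit given in the study's methods, which left 23952 genes. The 6318 genes not tested held 0.0960% of all counts. Counts were scaled with TMM factors and tested with edgeR 4.0.16 under R 4.3.3 (glmQLFit with robust estimation, glmQLFTest, group as the only term), with Benjamini-Hochberg adjustment over all tested genes. Adjusted p-values printed for genes come from that quasi-likelihood test unless another tool is named. A gene was called at FDR under 0.05 and, where stated, at a change of 2-fold or more. Errors of log2 fold changes are standard errors taken from the quasi-likelihood F statistic. CPM values here are relative to the TMM-scaled library size, as mean ± SD over 3 libraries. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over 10 sets, and each set's median was placed among the medians of 10000 random lists of the same size matched on mean count. DESeq2 1.42.0, limma-voom and fry served as alternatives. The same steps were tested on simulated data. Counts for the 23952 genes were drawn from the means, library sizes and dispersion trend of these libraries with 200 genes changed. These genes had a minimum mean count and changed by more than 2-fold. A further set of genes and a block of neighbouring genes were shifted by less than 2-fold. Of the 200 changed genes, 99.0% were recovered. Among unchanged genes, 7 were called at 2-fold or more, and 0.102% passed the FDR at any size. Far fewer genes changed there than in these libraries. Recovery of genes with fewer counts or with changes near 2-fold was not tested.

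Library totals ran from 18757228 to 33148937 counts. A gene with 0 counts in a group was given a floor of 3 counts over the group's 3 libraries, and the fold against it is a lower bound. With 1 to 3 counts the ratio of summed counts is given with its exact Poisson interval at the 95% level. Floors and intervals cover counting error only.

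The comparisons, tests, gene lists and most alternatives were chosen before the data were examined. The named genes are TUT4 and TUT7, 26 genes named in the study's text (1 of them is not reported here), the 5 largest increases and 5 largest decreases among called genes with a mean count of 100 or more and no overlap between the groups, the 2 members with the smallest p of each gene set called by camera, and the 5 genes with the largest share of counts. When the p53 and ATF4 target lists were written, a list by the study of let-7 targets lowered in these cells had been read, and 6 of the 30 p53 targets and 4 of the 35 ATF4 targets are on it, as are 3 of the 47 tested let-7 targets. These lists are therefore not fully independent of the libraries, and each was also tested without those genes. The alternatives were library size alone, RLE and upper-quartile scaling, DESeq2, limma-voom, limma on log2(CPM + 1), other count filters, the replicate number as a block, each library left out, a test against a 1.5-fold minimum, scaling without the 20 largest genes and the mitochondrial genes, and other set tests. After the data had been seen, a minimum mean count of 50 for the counts of called genes, an offset for GC content and transcript length, a correction for the change of neighbouring genes, camera with each set's estimated correlation given as its preset one and the p53 and ATF4 lists without the genes above were added. For the GC offset, 99.2% of the tested genes had a value from the longest GENCODE transcript. Gene-level counts do not show which exons a transcript holds, so the deletions behind the knockout labels were not analysed here. The microRNA libraries of the study were not analysed here either.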

Results

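TUT4 and TUT7 uridylate mRNAs and microRNA precursors, and the study asked how the transcriptome of HEK 293T cells changes when both enzymes are deleted. The data compared here are estimated gene counts from rRNA-depleted total RNA of 3 WT libraries and 3 libraries labelled ΔTUT4/7 (knockout). The WT libraries held 18757228, 24857173 and 29891630 counts in replicates 1, 2 and 3. Those labelled ΔTUT4/7 held 33148937, 20408184 and 20339896. Across genes, log2 CPM of libraries from 1 group correlated with r between 0.986 and 0.989 over 6 pairs, and libraries from different groups with r between 0.942 and 0.944 over 9 pairs. Genes are not independent replicates, so these correlations only describe the libraries. No pair agreed within sampling noise: the chi-square per degree of freedom was 2.63 to 14.1 within groups and 94.9 to 170 between them. The biological coefficient of variation was 6.44%.

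The 5 genes with the largest share of counts took 4.87% to 5.47% of a WT library and 3.04% to 3.19% of a library labelled ΔTUT4/7. The nuclear lncRNA XIST (chromosome X, 73820649 to 73852723) took 2.48% ± 0.152 (SD, n = 3) in WT and 1.55% ± 0.0442 in ΔTUT4/7. MALAT1 (chromosome 11, 65497688 to 65506516) fell from 0.854% ± 0.0573 to 0.362% ± 0.00576, a log2 fold change of -1.12 ± 0.05 (SE) at an adjusted p of 8.14e-14 in edgeR. MT-CO1 (chromosome M, 5904 to 7445) fell from 0.762% ± 0.0683 to 0.502% ± 0.00860. RN7SL1 (chromosome 14, 49586580 to 49586878) did not pass the FDR (adjusted p 0.300), and RN7SK (chromosome 6, 52995621 to 52995948) passed it narrowly at 0.0472. RN7SL1 was called lower in limma-voom (0.0424) and in limma on log2(CPM + 1) (0.0108). The RN7SK call was lost with no count filter, with the replicate block and without WT replicate 1 or ΔTUT4/7 replicate 1 or 3. Its adjusted p there ran from 0.0685 to 0.174. Both genes have many near-identical copies in the genome, so their counts are uncertain.

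The targeted genes were examined first, since they check the labels. TUT4 (chromosome 1, 52408282 to 52553487, minus strand) was not lower in the libraries labelled ΔTUT4/7. It rose from 211 ± 5.08 CPM (SD, n = 3) in WT to 906 ± 21.4 CPM, which is 4.29-fold. Its log2 fold change was 2.10 ± 0.04 (SE), with an adjusted p of 7.89e-19 in edgeR. TUT7 (chromosome 9, 86287733 to 86354454, minus strand) fell from 62.6 ± 2.17 to 26.3 ± 1.04 CPM, a log2 fold change of -1.25 ± 0.06 at an adjusted p of 2.20e-13. All 3 libraries labelled ΔTUT4/7 lay on 1 side of all 3 WT libraries for both genes. The TUT4 count thus goes against the knockout label, while a count summed over a gene includes exons outside a deletion and cannot show whether an intact transcript was made. All directions below are those of the libraries labelled ΔTUT4/7 relative to WT and rest on that label. The alternative that moved TUT4 most was the subtraction of the change of neighbouring genes, which gave a log2 fold change of 1.97.

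**Figure D1:**
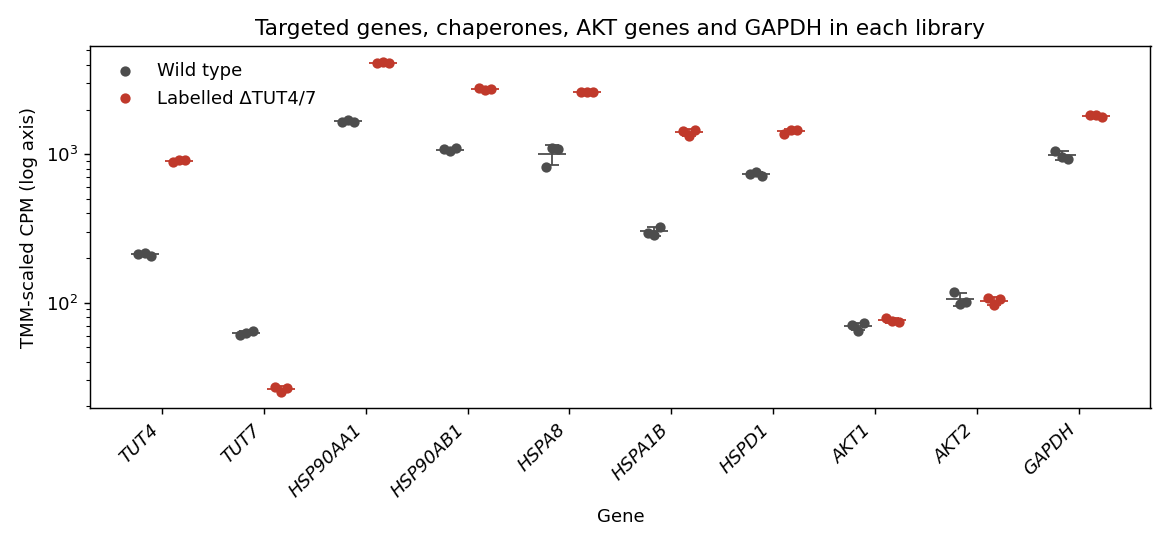
TMM-scaled CPM on a log axis for 10 genes, with 1 point per library, a horizontal bar at the mean and error bars of 1 SD (n = 3), in WT and in the libraries labelled ΔTUT4/7. TUT4 rose from 211 to 906 CPM whereas TUT7 fell from 62.6 to 26.3 CPM.

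To measure how widely expression differed, every tested gene was compared between the groups. At FDR under 0.05, 13813 of 23952 genes (57.7%) differed, 6855 higher and 6958 lower in ΔTUT4/7. A change of at least 2-fold was called for 4381 genes (18.3%), of which 1412 were higher and 2969 lower. The lower genes made up 67.8% of these calls (95% exact binomial interval 66.4% to 69.2%, which treats genes as independent). Over all tested genes the groups did not overlap for 62.7%, against the 10% that chance gives for 3 against 3. The alternative that moved the total most was limma on log2(CPM + 1), which called 544 higher and 1560 lower genes; the lower genes alone were fewest, 1440, with a minimum mean count of 50. Scaling by library size alone moved the median log2 fold change of all genes by -0.11, and called 1064 higher and 3468 lower genes.

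The excess of lower genes was larger among genes with few counts. Of genes with a mean count of 50 or more, 870 were at least 2-fold higher and 1286 lower (59.6% lower); with the scaling refitted on those genes alone, 722 were higher and 1440 lower (66.6%). Under that count, 542 were higher and 1683 lower (75.6% lower). By biotype, 924 protein-coding genes were higher and 1568 lower, while 234 lncRNAs were higher and 987 lower. Processed pseudogenes, whose counts are uncertain because they resemble their parent genes, split into 177 higher and 179 lower, and into 71 higher and 26 lower with a mean count of 50 or more. The median log2 fold change was 0.05 for 14766 protein-coding genes and -0.29 for 4966 lncRNAs. With a mean count of 50 or more these medians were 0.08 and -0.20.

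**Figure D2:**
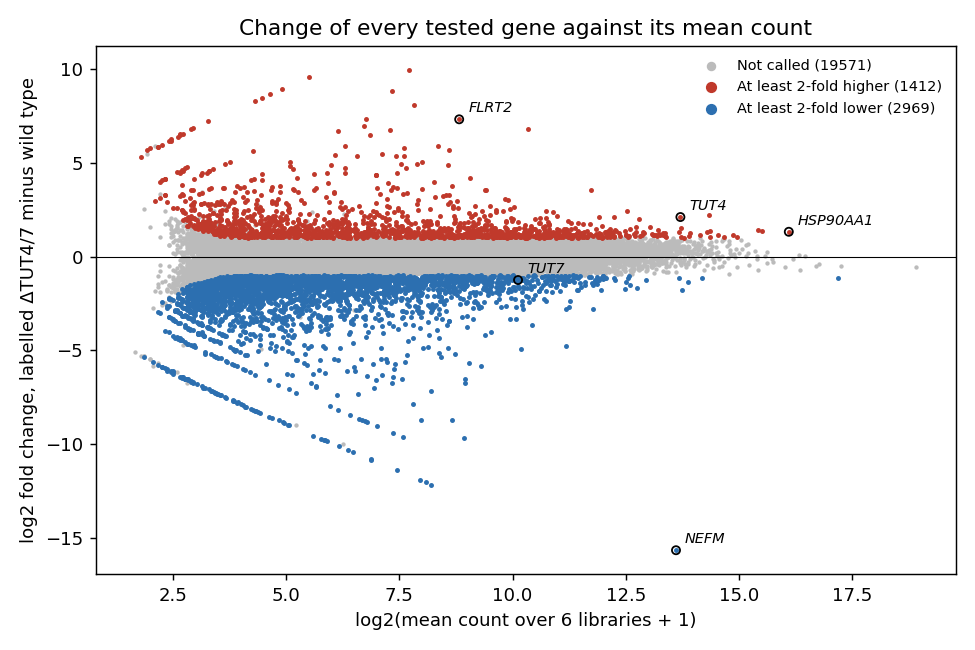
Log2 fold change (libraries labelled ΔTUT4/7 minus WT) of each of the 23952 tested genes against the log2 of its mean count over 6 libraries plus 1. Red points are the 1412 genes at least 2-fold higher, blue points the 2969 at least 2-fold lower, and the diagonal lines at low counts are genes with 0 or few counts in 1 group.

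Several genes were close to absent in 1 group. NEFM (chromosome 8, 24913758 to 24919098), which encodes a neurofilament protein, had 74948 counts over the WT libraries (969 ± 123 CPM) and 1 count over those labelled ΔTUT4/7, a ratio of 69754 with a counting interval of 12519 to 2755180. H3C7 (chromosome 6, 26250142 to 26250635), CT45A6 (chromosome X, 135794685 to 135802787), SLC7A3 (chromosome X, 70925579 to 70931125) and SAGE1 (chromosome X, 135889205 to 135913061) had no counts in ΔTUT4/7 and were at least 542-, 502-, 461- and 323-fold lower. H3C7 and CT45A6 belong to families of near-identical genes, so the division of reads among the copies is uncertain. The largest increases were in AC024084.1 (chromosome 7, 136025717 to 136084668), ZNF808 (chromosome 19, 52527652 to 52564464), PGR (chromosome 11, 101029624 to 101129813), CFAP47 (chromosome X, 35919734 to 36385317) and FLRT2 (chromosome 14, 85530144 to 85654428). AC024084.1 had 1 count in WT and 1249 in ΔTUT4/7, and ZNF808 had 2 and 971, ratios of 1342 (counting interval 240 to 53048) and 522 (144 to 4314). PGR rose from 5 to 1345 counts, CFAP47 from 4 to 647 and FLRT2 from 18 to 2693. Over all genes called at the FDR, 79 had a mean of at least 1 CPM in WT and at most 3 counts in total in ΔTUT4/7, and 9 showed the opposite.

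The study followed chaperone mRNAs as part of a stress response. HSP90AA1 (chromosome 14, 102080742 to 102139699) rose from 1663 ± 31.3 to 4140 ± 16.5 CPM, a log2 fold change of 1.32 ± 0.04 (SE), and HSP90AB1 (chromosome 6, 44246166 to 44253888) from 1075 ± 28.1 to 2745 ± 47.0 CPM, a log2 fold change of 1.35 ± 0.04. Their adjusted p was 2.23e-16 and 2.12e-16 in edgeR. HSPA8 (chromosome 11, 123057489 to 123063230) varied more in WT, at 1000 ± 156 CPM against 2628 ± 18.0 CPM, and its adjusted p was 0.000286. HSPD1 (chromosome 2, 197486584 to 197516737) rose by a log2 fold change of 0.96 ± 0.04, just under 2-fold. HSPA1B (chromosome 6, 31827738 to 31830254) rose from 302 ± 21.1 to 1407 ± 71.9 CPM; it and HSPA1A (1.75 ± 0.170 to 4.63 ± 1.47 CPM) encode the same protein from near-identical sequences, so their separate counts are uncertain.

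AKT1 and AKT2 were followed because let-7 microRNAs alter AKT signalling. AKT1 (chromosome 14, 104769349 to 104795751) had 69.3 ± 3.99 CPM in WT and 76.2 ± 2.86 CPM in ΔTUT4/7, a log2 fold change of 0.14 ± 0.06 with an adjusted p of 0.0377. That call was lost under library-size scaling, upper-quartile scaling, DESeq2, limma on log2(CPM + 1) and when 1 of 4 libraries was left out, WT replicates 1 and 2 and ΔTUT4/7 replicates 1 and 2, with adjusted p from 0.0517 to 0.751. AKT2 (log2 fold change -0.03 ± 0.07, adjusted p 0.738) did not differ detectably. RICTOR rose slightly, by a log2 fold change of 0.28 ± 0.05. PIK3C2A rose by 0.11 ± 0.05 at an adjusted p of 0.0496, a call that was lost in most alternatives. With neighbouring genes subtracted, the changes were 0.09 for RICTOR, 0.02 for AKT1 and 0.01 for PIK3C2A. Under the GC and length offset they were 0.43, 0.13 and 0.25, each past the FDR.

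Among the genes named as examples of lowered morphogenesis and adhesion transcripts, HAND1, PCDH8, DDR1 and COL13A1 had log2 fold changes of -1.34 ± 0.15, -2.84 ± 0.38, -1.11 ± 0.10 and -1.21 ± 0.12, each past the FDR. PCDH8 had only 1.96 ± 0.136 CPM in WT, ran from -3.63 without ΔTUT4/7 replicate 3 to -2.52 without ΔTUT4/7 replicate 2, and lies in a stretch of chromosome 13 whose expressed genes had a median log2 fold change of -0.81. In the uridylation and microRNA machinery, DIS3L2, TENT2, LIN28A and DICER1 did not pass the FDR, at -0.04 ± 0.06, -0.02 ± 0.05 and -0.02 ± 0.04 for DIS3L2, TENT2 and DICER1. LIN28A had only 0.634 ± 0.223 CPM in WT and a log2 fold change of -0.05 ± 0.39, which ran from -0.27 without WT replicate 3 to 0.27 without WT replicate 2, so no change of it could be detected at this depth. DIS3L2, TENT2 and DICER1 were called lower under library-size scaling, while DICER1 was called higher under the GC and length offset (0.15, adjusted p 0.00076). LIN28B changed by -0.20 ± 0.05 and AGO2 by -0.11 ± 0.04. The LIN28B call was lost under the GC and length offset (-0.09, adjusted p 0.0695), and its change was -0.02 with neighbouring genes subtracted. The AGO2 call (adjusted p 0.0344) was lost when WT replicate 1 or 2 or ΔTUT4/7 replicate 1 or 2 was left out, with adjusted p from 0.0551 to 0.131, and under the GC and length offset, where the sign changed (0.0435, adjusted p 0.292). RPS18 was the study's RT-qPCR reference for mRNAs, while GAPDH and vinculin (VCL) were probed as proteins in its Western blots. In RNA, GAPDH rose by 0.89 ± 0.05 and VCL by 0.31 ± 0.05, and both stayed higher under each scaling. RPS18 did not differ detectably (0.03 ± 0.15). The RPS18 result rested on WT replicate 3, at 352 CPM against 259 and 256 in the others, and without it RPS18 was called higher at a log2 fold change of 0.20. Of the 26 genes, 20 passed the FDR over all genes tested and 20 when adjusted over the list alone. The study could have picked some of these genes, such as the chaperones and the adhesion examples, on the same libraries, so the latter count is not fully independent evidence.

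Gene sets were compared for the processes the study raised. The 51 heat shock and chaperone genes had a median log2 fold change of 0.76, above the medians of all 10000 matched random lists (camera FDR 9.35e-11), with 18 genes at least 2-fold higher and 0 lower. HSPH1 (chromosome 13, 31134973 to 31162388) and HSPA1B had the smallest p, and HSPH1 rose from 117 ± 6.42 to 471 ± 10.1 CPM. The 95 ribosome biogenesis genes had a median of 0.78 (camera FDR 3.64e-24), and 94 of them were higher at the FDR. UTP20 (chromosome 12, 101280105 to 101386618) and NOL6 (chromosome 9, 33461353 to 33473930) had the smallest p in this set, with log2 fold changes of 2.11 ± 0.05 and 2.04 ± 0.06. The 81 cytosolic ribosomal protein genes had a camera FDR of 0.0189 but a median of 0.16, below the 0.19 of matched random lists (percentile 20.9), so they did not stand apart from genes of like expression. RPL22L1 (chromosome 3, 170864875 to 170870208) was the exception at a log2 fold change of 3.53 ± 0.07. RPLP0 (0.82 ± 0.04) lies among neighbours on chromosome 12 that shifted by a median of 0.85.

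Among the sets of lower genes, the 65 collagen, integrin and laminin genes had a median of -0.41 (percentile 0.0300, camera FDR 0.00307), with 20 at least 2-fold lower and 0 higher. COL14A1 (chromosome 8, 120059780 to 120373573) fell from 176 ± 3.85 to 6.33 ± 0.805 CPM and COL4A5 (chromosome X, 108439838 to 108697545) from 245 ± 4.40 to 35.3 ± 2.17 CPM. The 52 protocadherin and cadherin genes had a median of -0.51 (percentile 1.19, camera FDR 0.0306), with 17 at least 2-fold lower and 7 higher. CDH12 and PCDHGC3 had the smallest p in this set, with log2 fold changes of -5.62 ± 0.22 and -5.43 ± 0.23, and exons shared within the protocadherin gamma cluster make the PCDHGC3 count uncertain. The 30 p53 target genes had a median of -1.12, below all matched random lists (camera FDR 3.42e-09), with 17 at least 2-fold lower and 0 higher. EDA2R (chromosome X, 66595637 to 66639298) fell from 83.7 ± 3.18 to 12.1 ± 1.12 CPM and TNFRSF10B (chromosome 8, 23020133 to 23069031) from 247 ± 8.96 to 71.6 ± 1.77 CPM. The 35 ATF4 target genes had a median of -0.59 (camera FDR 1.13e-06), and ASNS (-1.67 ± 0.05) and ALDH1L2 (-1.37 ± 0.05) had the smallest p. Without the genes that the study had listed as lowered, the medians were -1.01 for p53 targets and -0.47 for ATF4 targets.

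The 47 let-7 target genes addressed whether targets of the let-7 microRNAs fell. Their median was -0.20 and their mean -0.15, the median lay at percentile 0.110 of matched random lists, and 5 were at least 2-fold lower and 4 higher, but camera did not call the set (FDR 0.382). Without the 3 genes that the study listed as lowered targets the median was -0.09. After the change of neighbouring genes was subtracted it was -0.02. The 49 replication-dependent histone genes had a camera FDR of 0.000207 with a median of 0.38 and a mean of 0.02. Of them, 31 were higher and 4 lower at the FDR, with 1 at least 2-fold higher and 2 lower. Without H3C7, whose fitted fold change is no bound as it had no counts in ΔTUT4/7, the mean was 0.28. H4-16 rose by 0.74 ± 0.06. Reads shared among histone copies make single members uncertain. The 13 mitochondrially encoded genes did not pass (median -0.17, FDR 0.160). With a correlation estimated within camera, which also cuts the degrees of freedom of the test to those between libraries, no set passed, the lowest FDR being 0.0729. With the same estimates given as preset correlations, the heat shock, ribosome biogenesis, cadherin, p53 and ATF4 sets passed, and the cytosolic ribosomal proteins, the collagens with integrins and laminins, and the histones did not. Under fry, all sets passed except the histones (FDR 0.0620) and the mitochondrially encoded genes (0.336). Fry asks whether the genes of a set changed, not whether they changed more than other genes. As 57.7% of all tested genes differed, a pass in fry does not set a gene set apart.

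**Figure D3:**
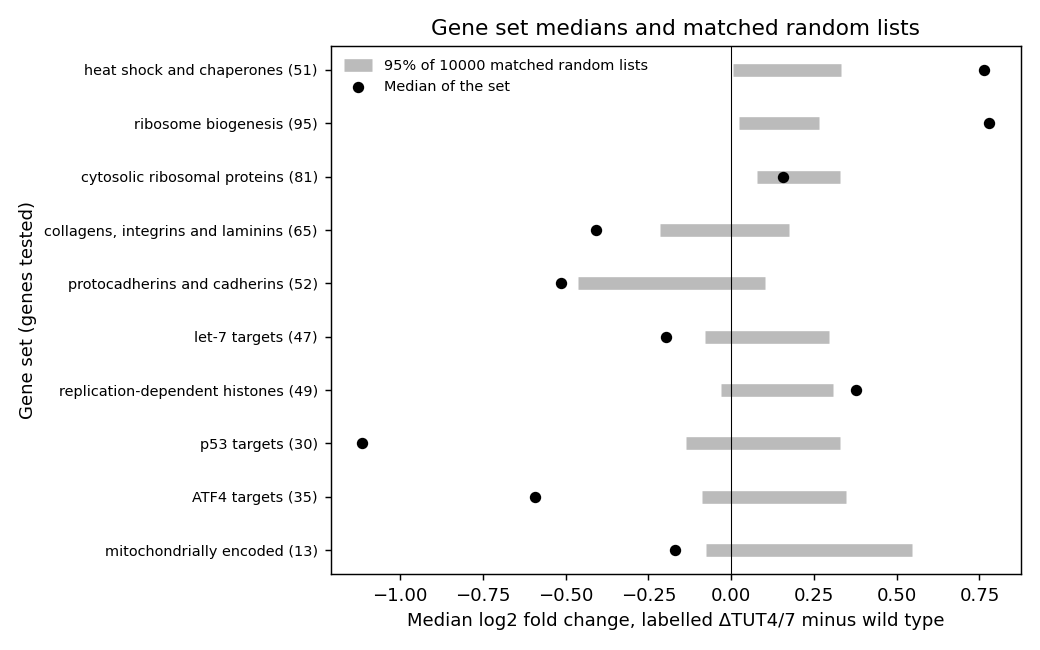
Median log2 fold change of each of 10 gene sets (black points, number of genes tested in brackets) with the central 95% of the medians of 10000 random lists of the same size and mean count (grey bars). The ribosome biogenesis median of 0.78 and the p53 target median of -1.12 lie outside their bars, and the cytosolic ribosomal protein median of 0.16 lies inside.

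The calls were also compared with the authors' own. Both rest on the same 6 libraries, so this compares methods. The authors' deposited table lists 24049 genes, of which 544 were at least 2-fold higher and 1584 lower at FDR under 0.05. Of those 2128 genes, 1996 were also called with edgeR and none of the 1996 had the opposite sign. A further 2385 genes were called with edgeR alone, 1873 of them with a mean count under 50, and 132 in the authors' deposited table alone. Adding 1 to CPM shrinks the fold change of genes with few counts. Across 23952 genes, the log2 ratios correlated with r = 0.832, and over the 15575 genes with a mean count of 50 or more with r = 0.948. In the authors' deposited table TUT4 had a ratio of 3.94 and TUT7 of 0.397, with the same directions as here.

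Fold changes also depended on chromosomal position. The 15005 expressed genes (mean count of 50 or more) in 266 bins of 10 Mb that held at least 20 of them gave bin medians with an SD of 0.32 on the log2 scale. Over 1000 shuffles of gene positions the SD reached at most 0.12. In 16 bins the median lay outside the range that any bin reached in any shuffle, 10 below and 6 above. On chromosome 13, all 24 genes between 110000001 and 120000000 were higher (median 1.02), and 29 of 31 between 50000001 and 60000000 were lower (median -1.01). On chromosome 12, 88 of 93 genes between 120000001 and 130000000 were higher (median 0.78). On chromosome 3, 19 of 26 genes between 60000001 and 70000000 were lower (median -1.28). By chromosome, the medians ran from -0.40 for chromosome 4 to 0.38 for chromosome 10. These bins were chosen after their values were seen.

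**Figure D4:**
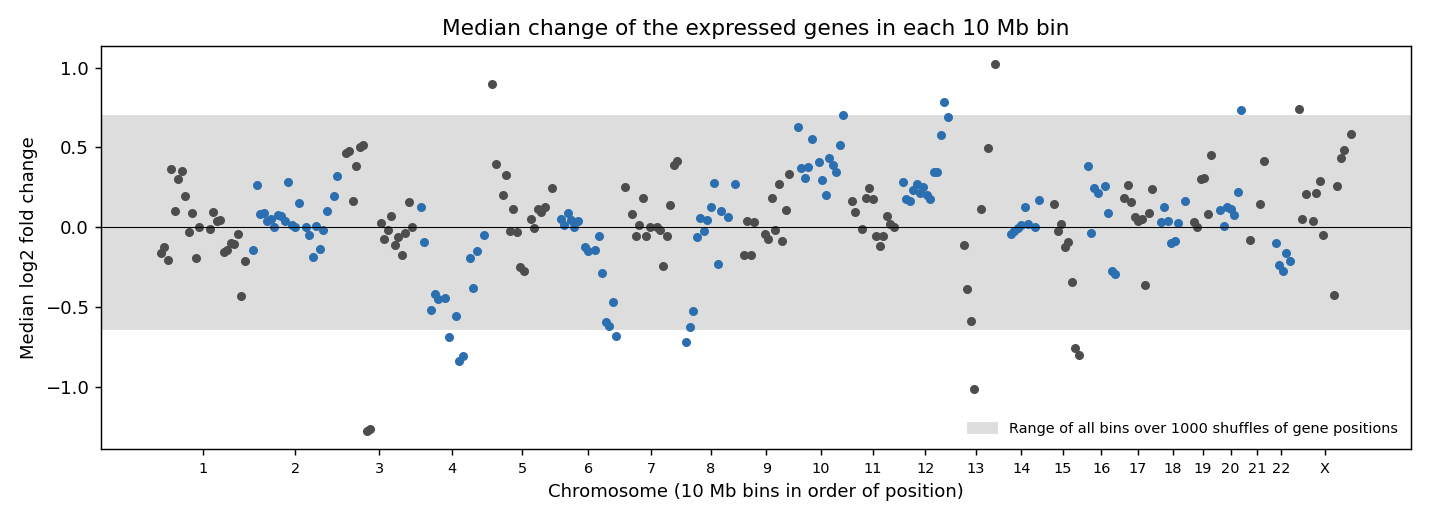
Median log2 fold change (libraries labelled ΔTUT4/7 minus WT) of the expressed genes in each of 266 bins of 10 Mb, in order along chromosomes 1 to 22 and X, with neighbouring chromosomes in alternating colours. The grey band is the range of all bins over 1000 shuffles of gene positions, and 16 bins lie outside it.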

Values the study reported

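The study reported 2132 mRNAs changed by at least 2-fold, with 541 increased and 1571 decreased in ΔTUT4/7 cells. It put the share of mRNAs changed at approximately 10%. By Western blot it reported a 2.5-fold decrease in AKT1 protein in ΔTUT4/7 cells. Of 1933 potential let-7 targets it counted 94 as lowered.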

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

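The correction for neighbouring genes, the GC and length offset, the mean-count minimum for counts of calls, the estimated correlations given to camera as preset ones and the reduced p53 and ATF4 lists were tests chosen only after the data were seen. TUT4 stayed higher and TUT7 lower in the libraries labelled ΔTUT4/7 under every alternative run. With the neighbouring genes subtracted, their log2 fold changes moved to 1.97 and -1.41. Without 1 library they ranged from 2.07 to 2.12 and from -1.28 to -1.22.

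Counts of 2-fold calls moved most with the scale and with low-count genes. Limma on log2(CPM + 1) called 2104 genes (544 higher, 1560 lower, 74.1% lower), 1980 of them shared with the 4381. A minimum mean count of 50 with scaling refitted called 2162 genes (722 higher, 1440 lower, 66.6% lower), where fewer genes were tested and the median of those genes moved by -0.06. The test against 1.5-fold, a smaller minimum by construction, called 2120 higher genes and a share lower of 58.7%. The share lower was 76.5% with library size alone, 75.6% with upper-quartile factors, 69.2% with no count filter, 72.0% with neighbouring genes subtracted and 70.4% under the GC and length offset; the cause was not tested. DESeq2 called 4004 genes, 3962 of them shared. Of the 4381 genes, none had the opposite sign under library size alone, DESeq2, limma on log2(CPM + 1), the replicate block or any left-out library. These genes were chosen for a change of 2-fold or more in the same libraries, so sign changes were unlikely from the start. Without 1 library, 4161 to 4343 genes were called and the share lower was 66.7% to 68.8%. The number changed at any size stayed between 11106 and 14248.

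Replicate numbers did not pair the libraries: same-numbered libraries deviated from their group means with correlations of 0.0519, -0.0115 and -0.0222 across genes. With the replicate number as a block, 4278 genes were called at 2-fold or more (1377 higher, 2901 lower), 4191 of them shared. The RN7SK call was the single call among 55 named genes that was lost under the block.

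Among sets, no camera call was left with the correlation estimated in the test, which also cuts its degrees of freedom, at FDR 0.0729 (heat shock, ribosome biogenesis, ATF4 targets), 0.583 (cytosolic ribosomal proteins), 0.299 (collagens, integrins and laminins), 0.157 (cadherins), 0.438 (histones) and 0.162 (p53 targets). With the same estimates preset, 3 were lost: cytosolic ribosomal proteins (0.540), collagens, integrins and laminins (0.173) and histones (0.364). Fry, which does not compare a set with other genes, called let-7 targets (0.000836) and lost the histones (0.0620). Cytosolic ribosomal proteins were lost with library size alone (0.0918), upper-quartile factors (0.0774), limma on log2(CPM + 1) (0.0890), a mean count of 50 (0.188) and neighbouring genes subtracted (0.0867), and ranged from 0.00247 to 0.0551 without 1 library; they were lost without WT replicate 1 (0.0548), WT replicate 2 (0.0504) or ΔTUT4/7 replicate 2 (0.0551). The cadherins were lost with library size alone (0.0918), upper-quartile factors (0.0809), limma on log2(CPM + 1) (0.0578), no count filter (0.0530) and neighbouring genes subtracted (0.0710), and ranged from 0.0106 to 0.0614 without 1 library, being lost without WT replicate 1 (0.0548) or ΔTUT4/7 replicate 3 (0.0614). The mitochondrially encoded set passed in limma-voom (0.0403). The cause was not tested in these cases. The let-7 result was otherwise past the threshold in no alternative.

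Of the other named genes, 5 values changed sign where the gene passed the FDR in at least 1 of the fits compared; sign changes of genes past it in neither fit were not counted. DICER1 became 0.15, past the FDR, and AGO2 0.0435, not past it, under the GC and length offset, PIK3C2A -0.0061 with library size alone and -0.0044 in limma on log2(CPM + 1), and RPLP0 -0.0287 with neighbouring genes subtracted. The last shows that RPLP0 moved with its neighbours, and for the others the cause was not tested. Of 55 named genes, 49 kept their side of the threshold, with no sign change in a called gene, in limma on log2(CPM + 1), 50 with library size alone, 52 under the GC offset and 53 in DESeq2. Uncalled genes near 0, such as RPS18 and TENT2, changed sign in some alternatives.

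The correlation with the authors' deposited ratios was 1.00 for limma on log2(CPM + 1) and 0.948 with a mean count of 50 or more. Depth limits the folds of genes at 0 counts to lower bounds, and genes with a mean count under 50 carry most of the calls that the scale decides.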

Other observations

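Tests of copy number as the cause of shifted blocks, of chance clustering, of adjacent switched-off genes and of other differences between the lines were chosen only after the result was seen, and the GC offset and the subtraction of neighbouring genes after the data were seen but before their outcome; the others were written before. The count of genes at least 2-fold higher here was 1412 and that of lower genes 2969, 4381 in all, or 18.3% of tested genes. These are higher than the values quoted from the study above. Limma on log2(CPM + 1), the scale of the authors' deposited table, called 544 higher and 1560 lower genes, close to the quoted values.

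Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many calls. With 10 splits the smallest share this count can reach is 0.1, so it cannot decide on chance at 0.05. The other 9 splits, each with libraries of both groups on both sides, gave 0 calls in edgeR. They gave 131 to 244 genes at an unadjusted p under 0.05, and no other tool was run on them. If the grouping were arbitrary, pairs within and between groups would differ alike. The chi-square per degree of freedom was 2.63 to 14.1 within groups and 94.9 to 170 between them. This argues against an arbitrary grouping of these 6 libraries. An offset for GC content and transcript length kept 91.4% of the calls it could test, which argues against such a bias as their whole source. Each group carried 1 set of labels, so an effect of losing TUT4/7 and any other difference between the 2 lines, such as clonal drift, cannot be told apart for these genes.

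Blocks of neighbouring genes shifted together, with an SD of bin medians of 0.320 against at most 0.124 (0.1235) over shuffles, so chance clustering of changed genes is argued against. The shift was common to replicates: in the chromosome 13 bin from 110000001 to 120000000, the libraries labelled ΔTUT4/7 had medians of 0.92 to 0.99 relative to WT. A candidate explanation is a copy-number difference between the lines, as HEK 293T is aneuploid; co-regulation of neighbouring genes was not tested and stays open, and no DNA was measured. Copy-number differences over long stretches are argued against as the whole source of the 2-fold calls. After the median of up to 25 expressed genes on each side was subtracted, 79.6% of called genes stayed at 2-fold or more in the same direction. The other 894 of 4380 fell under 2-fold and may rest on position. A shift of a stretch much shorter than these neighbours would not be removed, so 894 is no upper limit. The let-7 median moved from -0.20 to -0.02 by the same correction.

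TUT4 was higher in the libraries labelled ΔTUT4/7. A gain of its region is argued against: its 20 nearest expressed genes had a median log2 fold change of 0.10, the highest of them 0.69. For TUT7 a loss of the whole region is argued against by a neighbour median of 0.20, though 2 of its 20 neighbours were at or below its own value, the lowest at -1.77. A gain limited to TUT4 itself, added copies of a TUT4 sequence, loss of feedback on its own transcript, and swapped or wrong labels stay open; exon-level reads would be needed.

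Of the 79 genes switched off in the libraries labelled ΔTUT4/7, 29 had a mean count of 50 or more. Of these 29, 69.0% (68.97) had no switched-off gene as nearest neighbour among genes with that mean count. For that part, this argues against deletion of stretches holding several genes with such counts. Genes under that mean count were not used as neighbours, so deletions that also hold switched-off or silent genes of low count were not tested. The prediction that the 29 genes would lie no closer than shuffled genes also failed, as 9 lay next to another one against at most 4 in shuffles. Those 9, chosen for naming after their values were seen, are HOXB-AS4 with AC103702.2, PARP9 with DTX3L, and CT45A1, CT45A5, CT45A6, CT45A10 and SAGE1. Deletion may explain these, while shared promoters or joint silencing were not tested, and reads are shared among CT45A copies.

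Low-count genes were lower in ΔTUT4/7 more often than others. As a gauge of background, the 26 tested genes with an olfactory receptor symbol were summed, whatever their biotype. That these cells do not use them was assumed and not tested. Their summed CPM was 38.7 ± 2.63 (SD, n = 3) in WT and 27.1 ± 1.22 in ΔTUT4/7, a log2 ratio of -0.52 (-0.518). All WT values were above all others, at an exact two-sided permutation p of 0.1, the smallest that 3 against 3 allows. A larger diffuse background in WT is consistent with this, and the ratio of sums falls short of 2-fold. Of the 26 genes, 6 were called at least 2-fold lower and 2 higher, so how far background adds to the calls of low-count genes stays open. True expression of such genes was not excluded.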
